A study of Arabidopsis thaliana with 19 samples. Its data were reported in "Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks" (2019).

How the data were processed

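RNA was measured in 19 libraries of root tip cells of Arabidopsis thaliana carrying the PET111:GFP reporter, which marks the differentiated columella of the root cap. Root tips were turned into protoplasts and the GFP-negative cells were collected by cell sorting, which the study describes as mostly stem cells of the root meristem. Libraries were made at 7 time points every 8 h, namely 4D, 4D 8H, 4D 16H, 5D, 5D 8H, 5D 16H and 6D, where D stands for days and H for further hours. 5 time points had 3 libraries, and 4D 8H and 5D 16H had 2. Groups and replicate numbers were taken from the sample titles.

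The deposited values are FPKM, that is fragments scaled to transcript length in kilobases and to the mapped reads of the library, which the authors obtained from single-end reads of 100 bases with Bowtie, the Tuxedo tools and Rsubread. The versions, the genome build, the annotation and any filter of that step are not stated. The labels name a stranded mRNA library kit, whereas the methods of the study refer to the library preparation of its other samples, and the 2 descriptions of seed sterilisation differ as well. The table holds 33201 loci, of which 6516 were at 0 in every library. Gene symbols came from the annotation of assembly TAIR10.1, which matched 32489 of the loci by locus tag, and no coordinates are given because the build behind the table is unknown. Among loci with a value above 0, 178 had the same 19 values as another locus, as near-identical copies would.

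FPKM holds no counts, so depth was estimated from the steps between low values. For 15613 loci with 1 annotated transcript longer than 800 nucleotides, FPKM was multiplied by the transcript length less 199 nucleotides, on the assumption of fragments of 200 nucleotides, and the value of 1 read was taken from the lowest sharp peak. Between 27.7% and 47.1% of low values lay within 0.05 of a whole number of reads, against 10% by chance. That share is too low for a test on counts, and the estimate was used only to describe depth. An exact 0 can be a failed estimate in such tables. ERD14 (AT1G76180), for example, was listed at 0 in 4D 8H replicate 2 and at 1532 FPKM or more in every other library. Of 9617 loci with a median of at least 10 FPKM, 39 were listed at 0 in at least 1 library. In 5D 16H replicate 2, 33 of them were listed at 0, against 1 to 10 in each of the other libraries.

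Tests were made with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), so that fold changes of low genes are understated. The 18087 loci with a mean of at least 1 FPKM over all libraries entered 1 fit with a mean per time point, with moderated variances that follow a trend on mean expression, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Moderated F tests covered all time points, the offset of 8 h or 16 h from a full day with age as a covariate, and the difference between the steps after day 4 and those after day 5. The slope on age and the offset were fitted separately, without a mean per time point. TCX2 and its model partners were also tested by two-sided permutation with 100000 draws, or by exact permutation for 3 against 3 libraries. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, over 13 lists and 7 contrasts. The lists were the 9 genes of the study's TCX2 model, its TCX2 first-neighbour transcription factors and predicted TCX2 targets, and lists from general knowledge for meristem regulators, G2/M, S phase, morning and evening clock genes, root cap, root hair, endodermal barrier, touch and wound response, and photosynthesis.

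Tests, gene lists and alternatives were set before the data were examined. Named genes were TCX2, its model partners, the stem cell markers and 4 genes the study placed beside TCX2; the 5 smallest p-values of each F test and of the slope among genes past the threshold whose highest time-point mean was at least 2 times the lowest; for each step and for 4D to 6D, up to 3 genes that rose and 3 that fell most among genes past the threshold whose groups did not overlap; and members of lists past the threshold. Alternatives were a pseudocount of 0.1, 2 other filters, upper quartile scaling, quantile normalization, the replicate number as a block, fits of only the time points compared, variances without trend, a fold change over 2 for the steps and 4D to 6D, other list tests, Pearson correlation and leaving out each library. Sample weights, zeros at high loci set to missing, and leaving out the 5D 16H time point were added after seeing the data.

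The tests were checked on simulated data with the spread of the 18087 real loci. In these data 200 loci with a mean of at least 5 FPKM were changed from 5D on, by 1 or 2 on the log2 scale, up or down. The time-point F test recovered 99.5% of these loci, and 4.78% of its calls were false. The 4D 16H to 5D contrast recovered 97% of them, and 5.37% of its calls were false. A contrast between unchanged time points gave 0 calls. In simulated lists camera and fry each found 2 of 2 planted pairs and called 0 of 89 others. The simulated genes were independent, so this does not cover correlation between genes. Nor does it cover changes smaller than 1 on the log2 scale, or changed loci with a mean below 5 FPKM. Each locus had the same spread in every library, so differences in depth were not modelled.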

Results

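The time course covered GFP-negative root tip cells of PET111:GFP seedlings from 4 to 6 days of age. Estimated depth lay between 10.5 and 38.8 M mapped reads (M, 1e6) in 18 of the 19 libraries, with a median of 17.0 M. In 5D 16H replicate 2 it was 1.22 M, and the median of the others was 13.9 times as high. For a transcript of 1500 nucleotides, 1 FPKM stood for 13.7 to 50.5 reads in the 18 libraries and for 1.59 reads in 5D 16H replicate 2. That library also held 72842 FPKM at the 5.8S ribosomal RNA locus, against 2441 to 10711 FPKM in the others. The highest of the others was 5D 16H replicate 1. The mean Spearman correlation of 5D 16H replicate 2 with the other libraries was 0.931, and the next lowest was 0.959. Every value at 5D 16H therefore rests on 2 libraries, of which 1 is shallow.

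**Figure D1:**
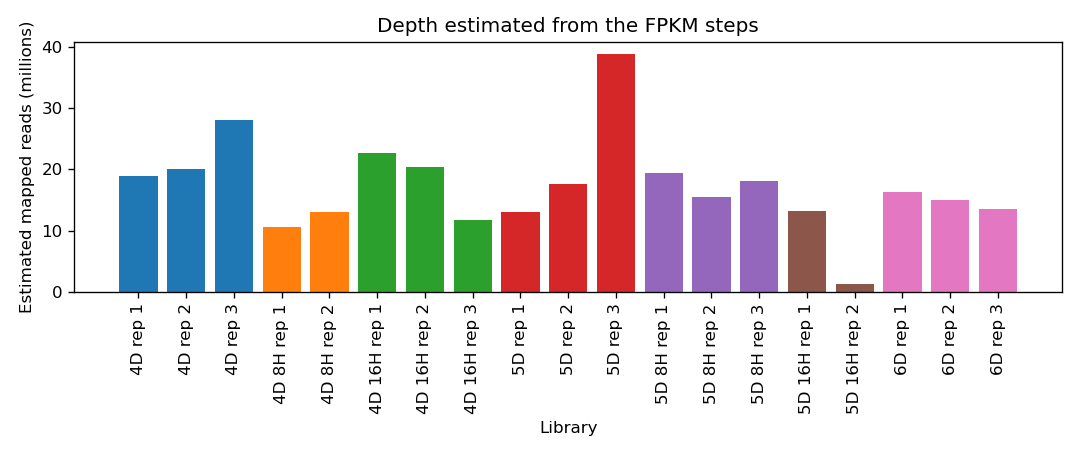
Estimated mapped reads in M (bars, vertical axis) for each of the 19 libraries (horizontal axis), coloured by time point. 5D 16H replicate 2 lies at 1.22 M, below the 10.5 to 38.8 M of the others.

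To ask whether replicates resembled each other, Spearman correlations were compared within and between time points over 18087 loci. The mean was 0.977 over 17 pairs within time points and 0.964 over 154 pairs between them. The difference of 0.0129 had a permutation p of 1e-05, the smallest that 100000 relabellings can give. Without 5D 16H replicate 2 the difference was 0.0110. The first principal component held 21.6% of the variance and mainly set apart 5D 16H replicate 2, with a score of 71.6 against at most 29.0 in the others and 11.2 in 5D 16H replicate 1.

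To ask which genes changed with age, all 7 time points were compared by the time-point F test of limma. 5376 of 18087 loci (29.7%) passed the threshold, and 2301 of these had a highest time-point mean at least 2 times the lowest. The alternative that moved this count most was the use of sample weights, chosen after seeing the data, with 7537 loci. The gene with the smallest p was AT4G36430, with 63.2 ± 8.41 FPKM at 5D 16H (SD, n = 2) and 6.18 ± 0.323 FPKM at 6D (SD, n = 3; limma adjusted p = 3.62e-05). AT2G17080 rose from 28.3 ± 4.25 FPKM at 4D to 117.9 ± 13.6 FPKM at 6D (SD, n = 3 each; limma adjusted p = 8.42e-05), and AT3G30580 went from 23.1 ± 7.37 to 4.80 ± 1.08 FPKM (SD, n = 3 each; limma adjusted p = 8.42e-05). AT5G06740 and PSK3 (AT3G44735) completed the 5 smallest p-values.

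The study modelled expression from one 8-h step to the next, and each step was tested. From 4D 16H to 5D, 1935 loci passed the threshold, 643 higher and 1292 lower at 5D, of which 141 changed over 2-fold. This split depended on scaling, since upper quartile scaling gave 915 higher and 1093 lower and quantile normalization gave 1057 higher and 1115 lower. Groups did not overlap at 36.2% of loci, against 10% by chance. In a fit of only these 2 time points 2244 loci passed, and in the fit of all time points without 5D replicate 2 the count was 808. From 4D to 4D 8H 24 loci passed, with 0 without 4D replicate 2 and 263 without 4D 16H replicate 3. From 5D to 5D 8H 9 loci passed, with 0 without 5D 8H replicate 3 and 30 without 4D 16H replicate 3. From 4D 8H to 4D 16H 0 loci passed and 780 had an unadjusted p under 0.05, fewer than the 904 that chance alone would give. For 4D to 4D 8H 2612 loci and for 5D to 5D 8H 1977 loci had an unadjusted p under 0.05, more than 904.

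The steps into and out of 5D 16H gave 1259 and 2225 loci with the spread shared over all 19 libraries, but 1 and 6 loci when only the 2 time points compared were fitted. From 5D 8H to 5D 16H, 329 loci were higher and 930 lower, so that 26.1% were higher, against 43.9% after quantile normalization. Without 5D 8H replicate 1 the count for 5D 8H to 5D 16H was 245, and without 6D replicate 2 that for 5D 16H to 6D was 1014. The 4D to 6D comparison gave 1372 loci, 486 higher and 886 lower, 13 loci when fitted alone and 521 loci without 4D replicate 2. These 3 counts rest on the assumption of a common spread.

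**Figure D2:**
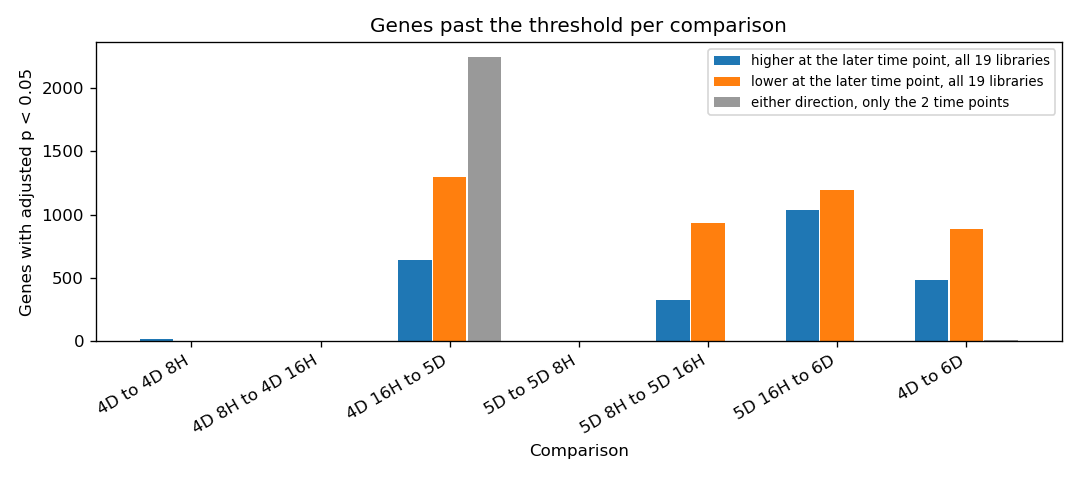
Number of genes past the threshold (vertical axis) in each comparison (horizontal axis), higher and lower at the later time point in the fit of all 19 libraries, and in either direction when only the 2 time points were fitted. The 4D 16H to 5D step kept a high count in both fits, 1935 and 2244 loci, whereas 5D 16H to 6D went from 2225 to 6.

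From 4D 16H to 5D, AGL42 (AT5G62165) rose from 0.826 ± 0.543 to 5.04 ± 0.751 FPKM (SD, n = 3 each; log2 fold change 1.77, SE 0.23, limma adjusted p = 0.00328). DR4 (AT1G73330) and MRN1 (AT5G42600) were the other 2 genes with the largest rise. bHLH39 (AT3G56980) went from 9.87 ± 0.772 to 2.01 ± 0.913 FPKM (SD, n = 3 each; log2 fold change -1.90, SE 0.24, limma adjusted p = 0.00328), and AT1G34500 and AT3G15534 were the other 2 with the largest fall. From 4D to 4D 8H, SAH7 (AT4G08685) rose from 12.3 ± 2.67 (SD, n = 3) to 26.1 ± 2.76 FPKM (SD, n = 2; log2 fold change 1.04, SE 0.19, limma adjusted p = 0.0464), and UGT74E2 (AT1G05680) and LOG1 (AT2G28305) fell. From 5D to 5D 8H, CYP71B2 (AT1G13080) rose from 1.24 ± 0.157 to 5.01 ± 1.34 FPKM (SD, n = 3 each; log2 fold change 1.40, SE 0.17, limma adjusted p = 0.00677). The allene oxide cyclase gene AOC2 (AT3G25770) went from 170.2 ± 21.8 to 65.7 ± 8.69 FPKM in that step (SD, n = 3 each; log2 fold change -1.36, SE 0.19, limma adjusted p = 0.0152), and AOC1 (AT3G25760) fell too. AOC1, AOC2 and AOC3 are related genes, and how reads that match several of them were assigned is not stated.

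Of the 33 genes named for these steps and for 4D to 6D, 9 are loci shorter than 300 nucleotides in TAIR10.1 (123 to 292 nucleotides), where FPKM is unreliable for fragments near 200 nucleotides. The rise of AT1G15405 at 5D 16H rests on 1 library, with 2016 FPKM in replicate 2 and 8.98 FPKM in replicate 1. The plastid loci ATCG00920 and ATCG01210 had identical values and cannot be separated. Their rise at 5D 16H rests mainly on replicate 2, with 215.8 FPKM there and 12.8 FPKM in replicate 1. AT3G57072 and AT5G14560 were listed at 0 in both 5D 16H libraries. From 4D to 6D, AGL42 rose from 0.520 ± 0.248 to 6.30 ± 0.573 FPKM (SD, n = 3 each; log2 fold change 2.27, SE 0.23, limma adjusted p = 0.000112). HSP17.6A (AT5G12030) rose, and SNOR37-2 (AT4G15258) and MIR393b (AT3G55734) were listed at 0 in all 6D libraries.

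A steady change with age was tested as a slope, and 839 loci passed the threshold, 347 rising and 492 falling. The fits of the slope and of the offset counted replicates of a time point as separate evidence, so their p-values may be too small. The count was 329 without 6D replicate 2 and 1582 without 4D replicate 3. BZO2H3 (AT5G28770) rose by 0.71 on the log2 scale per day and AOC3 (AT3G25780) fell by 0.46 per day, each with a limma adjusted p of 0.00135. Of the 5376 loci of the F test, 4042 passed neither for the slope nor for the 8-h offset. Samples at the same offset from a full day were compared on both days, with age as a covariate, and 720 loci passed. According to the study, harvest took place at one fixed hour for every sample, but how sowing was timed, and so which light phases each group grew through, is not stated. The offset is therefore given in hours of seedling age past a full day. With a fixed harvest hour it would coincide with the hour at which growth began, and these cannot be separated here. Leaving out 6D replicate 3 reduced this count to 139, and leaving out 5D 16H replicate 2 raised it to 1203. For the 8-h offset within the day, 2275 loci passed without the 5D 16H time point, an alternative chosen after seeing the data. AT1G28400 had the smallest p, with 16.98 ± 1.82 FPKM at 5D 16H (SD, n = 2), 11.4 ± 2.02 at 5D and 8.75 ± 0.268 at 6D (SD, n = 3 each; limma adjusted p = 0.00795). Of the 18 genes of the morning and evening clock lists that were tested, 6 passed the time-point F test and 1 passed for the offset (5.56%, against 3.98% of all loci), namely RVE1 (AT5G17300; limma adjusted p = 0.0228). Time-point means lay between 3.12 and 4.26 FPKM for CCA1 (AT2G46830), between 2.16 and 3.51 for LHY (AT1G01060) and between 23.7 and 27.7 for TOC1 (AT5G61380), genes chosen after their values were seen. The clock gene PRR7 (AT5G02810), which the study names beside TCX2, did not differ, with time-point means between 7.20 and 8.03 FPKM (limma adjusted p = 0.951).

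The steps after day 4 were set against the same steps after day 5, and 2106 loci passed for a difference between the days. The count was 812 without 5D replicate 2 and 3233 without 6D replicate 3. Tested singly, the 16 to 24 h step gave 2930 loci, the 8 to 16 h step 6, and the 0 to 8 h step 0, with 1031 at an unadjusted p under 0.05. The first 2 of these contrasts involve 5D 16H. BIP3 (AT1G09080) had 25.7 ± 3.73 FPKM at 5D 16H (SD, n = 2) and 7.34 ± 0.536 at 6D (SD, n = 3), against 8.66 ± 1.70 at 4D 16H and 14.6 ± 1.21 at 5D (SD, n = 3 each; limma adjusted p = 0.000128).

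TCX2 (AT4G14770) encodes a cysteine-rich polycomb-like protein and is the regulator on which the study centred, which placed its largest fall between 4D 16H and 5D. The study also tracked TCX2:TCX2-YFP protein in single stem cells within this step and modelled TCX2 by cell type. RNA of mixed sorted cells tests neither. TCX2 had 3.05 ± 0.847 FPKM at 4D 16H and 1.92 ± 0.169 FPKM at 5D (SD, n = 3 each), a ratio of means of 1.59. TCX2 4D 16H to 5D was the only one of the 6 steps with a ratio over 1.5, and the groups did not overlap. The log2 fold change was -0.45 (SE 0.19), with an unadjusted limma p of 0.0307 and an adjusted p of 0.133 over all loci. The two-sided exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The rise from 5D to 5D 8H, with a ratio of means of 1.31, also had groups that did not overlap and an exact permutation p of 0.1. Without 4D 16H replicate 3 the log2 fold change from 4D 16H to 5D was -0.29. Under the 8 alternative settings other than leaving out a library the adjusted p ranged from 0.0164, with sample weights, to 0.237, with quantile normalization; the sample weights were chosen after seeing the data. Across all time points the permutation p was 0.322, and a largest step of this size or more arose in relabelled libraries with a permutation p of 0.138. TCX2 was supported by about 57.8 to 210 reads in 18 libraries and by about 8.67 in 5D 16H replicate 2.

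Of the 9 genes of the study's TCX2 model, 2 passed the time-point F test adjusted over the list alone, and the same 2 passed over all genes tested. The study built the model on these libraries, so the count over the list is not independent evidence. AGL42 lay between 0.203 and 1.19 FPKM in the 8 libraries up to 4D 16H and between 1.86 and 6.94 FPKM in the 11 later ones (limma adjusted p over all loci = 9.17e-05). WOX5 (AT3G11260) had 2.00 ± 0.784 FPKM at 4D 16H and 7.49 ± 1.46 FPKM at 5D (SD, n = 3 each; log2 fold change 1.53, SE 0.27, limma adjusted p = 0.00561). CRF2 (AT4G23750), AT2G47680, FLP (AT1G14350) and TCX2 did not pass. WRKY58 (AT3G01080), ET2 (AT5G56780) and GPRI1 (AT2G20570) lay below the filter, so that they were tested over the list alone, and did not pass. Among 6 genes of the stem cell marker lines, 4 passed adjusted over the list alone and the same number over all genes tested, namely WOX5, AGL42, FEZ (AT1G26870) and BHLH32 (AT3G25710). CVP2 (AT1G05470) did not, and CYCD6;1 (AT4G03270) lay below the filter, so that it was tested over the list alone and did not pass. NAC014 (AT1G33060) and SOL1 (AT3G22760) lay below the filter, and AT1G19490 did not pass. The time-point F test gave unadjusted p-values of 0.00948 for NAC014 and 0.00426 for SOL1, which were not adjusted. Both were listed at 0 in 5D 16H replicate 2.

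**Figure D3:**
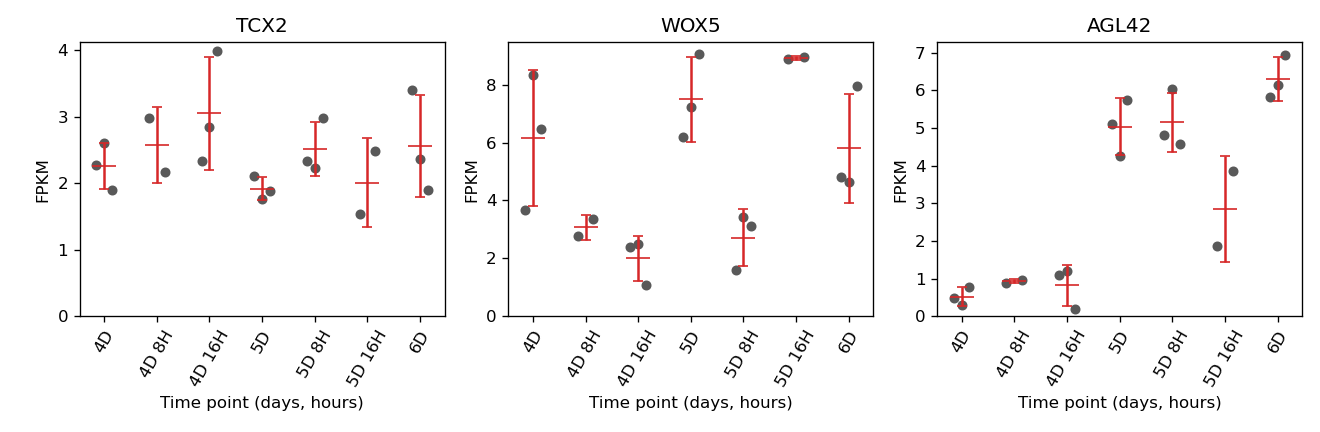
FPKM (vertical axes) of TCX2, WOX5 and AGL42 in each library (points) at the 7 time points (horizontal axes), with mean and SD in red. AGL42 stays at or below 1.19 FPKM until 4D 16H and lies at 1.86 FPKM or more from 5D on.

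The expression of TCX2 was correlated with the 8 other model genes over 19 libraries, with p-values adjusted over 8 relations. The study inferred the network of these genes from the same libraries, so the p-values are not independent evidence for the relations. CRF2 gave a Pearson r of 0.646 (permutation p = 0.00277, adjusted 0.0144) and a Spearman rho of 0.725 (permutation p = 0.00079), and r was 0.616 without the 2 libraries farthest from the median of TCX2. WOX5 gave r = -0.631 (permutation p = 0.00361, adjusted 0.0144) and rho = -0.554 (permutation p = 0.0154), with r = -0.576 without those 2 libraries. FLP gave r = 0.538 (permutation p = 0.0185) and rho = 0.656 (permutation p = 0.00301), and r fell to 0.304 without the 2 libraries. Its adjusted p of 0.0494 sat on the threshold, and over 20 seeds of the random draw it ranged from 0.0460 to 0.0516, so that 15 seeds gave 3 relations and 5 seeds gave 2. After removing time-point means 0 relations passed, with CRF2 at r = 0.566 (permutation p = 0.00964, adjusted 0.0771). After quantile normalization 0 relations passed.

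Gene lists were tested on the 6 steps and on 4D to 6D, 91 list and contrast pairs in all. 22 pairs passed with camera, 5 with fry and 0 when camera estimated the correlation. In 46 of 100 regroupings of the libraries, the real one included, camera gave as many pairs, so the number of camera pairs did not exceed chance. The 4 pairs that passed with both camera and fry were S phase genes and predicted TCX2 targets from 4D 16H to 5D, root cap genes from 5D to 5D 8H, and G2/M genes from 5D 16H to 6D. The fry adjusted p of these 4 pairs lay between 0.0458 and 0.0485, close to the threshold. The remaining fry call was the TCX2 model list from 4D to 6D (fry adjusted p = 0.0485, camera adjusted p = 0.225). That list had a median log2 fold change of 0.068, and 1 member passed singly in that contrast. Predicted TCX2 targets had a median log2 fold change of -0.73 from 4D 16H to 5D, with 84 of 88 lower, and S phase genes had -0.58, with 17 of 18 lower. G2/M genes had a median of 0.48 from 5D 16H to 6D, with 24 of 24 higher, and root cap genes had 0.49 from 5D to 5D 8H, with 5 of 5 higher. With camera alone, predicted TCX2 targets were also called higher from 4D to 4D 8H (median 0.28, 81 of 88 higher), from 4D 8H to 4D 16H (median 0.24, 82 of 88 higher) and from 5D to 5D 8H (median 0.20, 77 of 88 higher). G2/M genes were called lower from 4D 16H to 5D (median -0.32, 22 of 24 lower) and from 5D 8H to 5D 16H (median -0.31, 23 of 24 lower), and higher from 4D 8H to 4D 16H (median 0.22, 22 of 24 higher) and from 4D to 6D (median 0.38, 24 of 24 higher). S phase genes were called higher from 4D 8H to 4D 16H (median 0.23, 17 of 18 higher) and from 5D 16H to 6D (median 0.22, 16 of 18 higher). Camera alone also called TCX2 first-neighbour factors, root hair, endodermal barrier and photosynthesis in at least 1 contrast each. 2 members of these lists, chosen after their values were seen, are genes of differentiated cells and had high levels in the sorted cells, with time-point means of 317 to 728 FPKM for CASP1 (AT2G36100; endodermal barrier) and 234 to 610.1 FPKM for PRP3 (AT3G62680; root hair). How many of the sorted cells were stem cells was not tested. Meristem regulators, morning and evening clock genes, touch and wound genes and the TCX2 model genes passed in 0 contrasts with camera. Members of these lists could still change. The time-point F test was passed by 7 of 8 meristem regulators tested and 8 of 12 touch and wound genes. It was passed by 4 of 9 morning clock, 2 of 9 evening clock and 2 of 6 model genes.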

Values the study reported

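The study reported selecting 176 genes of interest for its networks at each time point, although its supplement gives a slightly lower number. In stem cells of the tcx2 mutant it found changed expression for 77.8% of the direct targets it had predicted.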

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

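The tests on AGL42, on the G2/M list and with sample weights were chosen after the results they address were seen, and those of AGL42 with WOX5 and with depth also after their own values were seen.

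The steps after day 4 and after day 5 differed at 2106 loci by a test of the difference itself. 1 of 100 regroupings of the libraries, the real one, gave as many loci, and the most among the others was 2. The contrast that gave most loci involves 5D 16H, where 1 of 2 libraries is shallow. With sample weights the count was 1998 for this difference and 11 for 5D 16H to 6D, but both libraries of a group of 2 receive the same weight, so the weights cannot show what the shallow library alone contributes. That contribution and a change with age cannot be told apart for these loci. For the G2/M list, the median log2 difference between 6D and 5D 16H was 0.45 with replicate 1 alone and 0.54 with the shallow replicate 2 alone, which argues against the shallow library as its whole source. The number of list pairs called by camera did not exceed chance, since 46 of 100 regroupings gave as many, and the calls by fry were not set against regroupings.

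AGL42 differed between the days with an adjusted p of 0.0316, and WOX5 with 0.0147. AGL42 was higher in all 11 libraries from 5D on than in the 8 earlier ones. More quiescent-centre cells in the sort would raise WOX5 as well. From 4D 16H to 5D the log2 fold change of WOX5 was 1.53 (SE 0.27) and that of AGL42 was 1.77 (SE 0.23), which goes with this explanation. From 4D to 5D the log2 fold change of WOX5 was 0.29 (SE 0.27) and that of AGL42 was 2.00 (SE 0.23). From 5D to 5D 8H the log2 fold change of WOX5 was -1.22 (SE 0.27) and that of AGL42 was 0.025 (SE 0.23). The values of these 2 comparisons argue against more quiescent-centre cells as the whole cause, and a part played by them stays open. Sequencing depth had a Spearman rho of -0.0474 with AGL42 (permutation p = 0.850; Pearson r = -0.0825, permutation p = 0.824; r = -0.137 without the 2 libraries farthest from the median depth). A boundary between the libraries of day 4 and the later ones stays open, since the labels give no batch and such a boundary coincides with age. 58 loci separated the first 3 time points from the last 4, and 2 of the 35 choices of 3 time points separated as many or more. A change of AGL42 with age may also explain the pattern and was not tested apart from such a boundary.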

How the results depend on the processing

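The time-point F test, the TCX2 model genes and replicate similarity kept their side of the threshold, or a count within 1.5 times, under every alternative set before the data were examined, and the difference in correlation ranged from 0.00628 to 0.0209. Fits that left a time point with 1 library were not run for steps that use it, for the time-point F test, the TCX2 test across time points, the model genes, the difference between the days or gene lists; they were run for the slope and the 8-h offset, which pool time points.

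The 4D to 4D 8H count of 24 was 8 with a pseudocount of 0.1, 4 with all genes above 0, 63 with a mean of at least 5 FPKM, 6 with only the 2 time points, 11 without a variance trend and 10 with a fold change over 2. The 5D to 5D 8H count of 9 was 2 with all genes, 20 with a mean of at least 5 FPKM, 21 with upper quartile scaling, 25 with quantile normalization, 4 with only the 2 time points, 4 without trend and 4 with a fold change over 2. The 8-h offset within the day gave 365 loci with all genes. Fits of only the 2 time points gave 3 loci for 4D 8H to 4D 16H, 1 for 5D 8H to 5D 16H, 6 for 5D 16H to 6D and 13 for 4D to 6D. These fits use fewer samples and their own spread. A fold change over 2 left 141 loci for 4D 16H to 5D, 345 for 5D 8H to 5D 16H, 570 for 5D 16H to 6D and 249 for 4D to 6D. TCX2 correlations past the threshold fell to 0 with quantile normalization, and gene list pairs to 5 with fry and 0 with an estimated correlation. Except where stated, the cause was not tested.

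With the replicate block the 4D to 4D 8H count was 6, the 5D to 5D 8H count 5 and the 8-h offset count 219, and no other count moved by over 1.5 times. Deviations of same-numbered libraries correlated at a mean of 0.0097 over 52 pairs, between -0.219 and 0.239, so the numbers did not pair the libraries.

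Leaving out each library gave 808 to 2640 loci for 4D 16H to 5D (lowest without 5D replicate 2), 0 to 2 for 4D 8H to 4D 16H, 0 to 263 for 4D to 4D 8H, 0 to 30 for 5D to 5D 8H, 245 to 1537 for 5D 8H to 5D 16H, 1014 to 2396 for 5D 16H to 6D, 521 to 1854 for 4D to 6D (lowest without 4D replicate 2), 329 to 1582 for the slope, 139 to 1203 for the 8-h offset and 812 to 3233 for the difference between the days. TCX2 from 4D 16H to 5D ranged from -0.58 to -0.29 on the log2 scale, with adjusted p from 0.0952 to 0.368.

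3 alternatives were chosen after seeing the data. With sample weights the counts were 861 for 4D to 4D 8H, 14 for 4D 8H to 4D 16H, 7098 for 4D 16H to 5D, 888 for 5D to 5D 8H, 0 for 5D 8H to 5D 16H, 11 for 5D 16H to 6D, 1545 for the linear age trend and 4836 for the 8-h offset within the day, and TCX2 4D 16H to 5D passed (log2 fold change -0.40, adjusted p 0.0164). These weights gave 4D 16H replicate 2 a weight of 7.94 and the other 2 libraries of that time point 0.591 and 0.468, so that 1 library largely sets its mean. With the 5D 16H time point left out the counts were 95 for 4D to 4D 8H, 1 for 4D 8H to 4D 16H, 29 for 5D to 5D 8H and 2275 for the offset. Setting zeros at high loci to missing changed no count by over 1.5 times. Among results for single named genes, 233 weakened, 5 strengthened and 893 stayed on their side of the threshold over all settings.

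Depth limits 5D 16H most, where 1 FPKM stands for 1.59 reads in replicate 2.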

Other observations

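The tests of the predicted TCX2 targets and of 18S ribosomal RNA were chosen after those patterns were seen.

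Counts of loci were set against other splits of the libraries. For the time-point F test, the slope and the 8-h offset, 1 of 100 regroupings, the real one, gave as many loci in each case, with at most 94, 1 and 24 loci among the others. The regroupings moved single libraries and so also parted replicates. For the slope and the offset they therefore show that time points differ, not that a change was steady or recurred by offset. For 4D 16H to 5D, 5D to 5D 8H and 4D to 6D, 1 of the 10 splits of the 6 libraries, the real one, gave as many loci in each case, and 10 splits cannot give a share under 0.05.

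The fall of the predicted TCX2 targets from 4D 16H to 5D, a median of -0.73, was compared with other genes. 0 of 10000 random lists matched on mean FPKM had as low a median, which argues against expression level as the cause, although genes of a list are not independent. After quantile normalization the median was -0.66 while that of all genes was 0.0062, which argues against scaling. 38 of the 88 members are ribosomal protein genes, with a median of -0.82. The 255 ribosomal protein genes outside the list had a median of -0.70, with 233 of 255 lower. The 50 other members had a median of -0.51, with 46 of 50 lower, so ribosomal protein genes as a class do not account for them. A fall of ribosomal protein genes is thus not particular to predicted TCX2 targets, and it may belong to a wider change in these genes. Whether the members fell further than the ribosomal protein genes outside the list was not tested. The list as a whole was called with fry as well as camera, but the number of camera calls did not exceed chance (46 of 100 regroupings), and fry calls were not set against regroupings.

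The shallow library 5D 16H replicate 2 held 16041 FPKM at the 18S ribosomal RNA loci, against 1221 to 4311 in the others. The highest of the others was 5D 16H replicate 1, at an estimated depth of 13.2 M. Low depth could come with more ribosomal RNA, but over the 18 other libraries 18S FPKM and depth had a Spearman rho of -0.354 (permutation p = 0.150; Pearson r = -0.370, permutation p = 0.132; r = -0.312 without the 2 libraries farthest from the median depth), which leaves this open. No biological explanation was tested.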
